# Genome-wide chromatin mapping with size resolution reveals a dynamic sub-nucleosomal landscape in *Arabidopsis*

**DOI:** 10.1371/journal.pgen.1006988

**Published:** 2017-09-13

**Authors:** Daniel Antony Pass, Emily Sornay, Angela Marchbank, Margaret R. Crawford, Konrad Paszkiewicz, Nicholas A. Kent, James A. H. Murray

## Abstract

All eukaryotic genomes are packaged as chromatin, with DNA interlaced with both regularly patterned nucleosomes and sub-nucleosomal-sized protein structures such as mobile and labile transcription factors (TF) and initiation complexes, together forming a dynamic chromatin landscape. Whilst details of nucleosome position in Arabidopsis have been previously analysed, there is less understanding of their relationship to more dynamic sub-nucleosomal particles (subNSPs) defined as protected regions shorter than the ~150bp typical of nucleosomes. The genome-wide profile of these subNSPs has not been previously analysed in plants and this study investigates the relationship of dynamic bound particles with transcriptional control. Here we combine differential micrococcal nuclease (MNase) digestion and a modified paired-end sequencing protocol to reveal the chromatin structure landscape of Arabidopsis cells across a wide particle size range. Linking this data to RNAseq expression analysis provides detailed insight into the relationship of identified DNA-bound particles with transcriptional activity. The use of differential digestion reveals sensitive positions, including a labile -1 nucleosome positioned upstream of the transcription start site (TSS) of active genes. We investigated the response of the chromatin landscape to changes in environmental conditions using light and dark growth, given the large transcriptional changes resulting from this simple alteration. The resulting shifts in the suites of expressed and repressed genes show little correspondence to changes in nucleosome positioning, but led to significant alterations in the profile of subNSPs upstream of TSS both globally and locally. We examined previously mapped positions for the TFs PIF3, PIF4 and CCA1, which regulate light responses, and found that changes in subNSPs co-localized with these binding sites. This small particle structure is detected only under low levels of MNase digestion and is lost on more complete digestion of chromatin to nucleosomes. We conclude that wide-spectrum analysis of the *Arabidopsis* genome by differential MNase digestion allows detection of sensitive features hereto obscured, and the comparisons between genome-wide subNSP profiles reveals dynamic changes in their distribution, particularly at distinct genomic locations (i.e. 5’UTRs). The method here employed allows insight into the complex influence of genetic and extrinsic factors in modifying the sub-nucleosomal landscape in association with transcriptional changes.

## Author summary

DNA is packaged by proteins into chromatin, of which the fundamental unit is a complex of histone proteins that wraps ~150bp of DNA into a nucleosome. Digestion of chromatin with enzymes such as micrococcal nuclease cuts the DNA between the protein particles, and by sequencing the cut sites, they can be mapped across the entire genome. Whilst nucleosomes are the most stable feature, less intensive digestion reveals a wider range of protein particles bound to DNA, in particular small sub-nucleosomal particles located most frequently upstream of genes. Here we show that these techniques can be used in the plant Arabidopsis to map the chromatin landscape of the range of particles sizes across the genome. We show for the first time in a multicellular higher eukaryote that this chromatin landscape is dynamic in response to environmental changes, in this case light or dark growth. Whereas the nucleosome positioning does not change significantly, we show profound changes in the smaller more labile factors under these different conditions. These changes in many cases correspond to the known binding sites of transcription factors that regulate genes in response to light, leading us to propose that full-spectrum chromatin landscape analysis can reveal directly the changes in transcription factor complex binding across the genome.

## Introduction

Within the nucleus, higher eukaryotic genomes are packaged in the form of chromatin in which the structural unit is a nucleosome, a ~150 bp of double-stranded DNA wound around an octameric histone protein core. Nucleosomes are arranged in a repetitive manner spaced by a linker region of DNA with a length of ~30 bp, varying by species and genomic location [1,2]. The positioning of nucleosomes relative to DNA sequence is a dynamic process, regulating access to the DNA sequence of various factors and is essential for proper functional biological processes such as transcription, replication, DNA repair and recombination [3]. Moreover, both post-translational modifications of nucleosomal histones and positioning of nucleosomes on the DNA sequence contribute to epigenetic genomic information [4].

Technologies combining digestion of unbound double-stranded DNA using enzymes such as DNAse I or micrococcal nuclease (MNase), and next-generation sequencing (NGS) of the remaining protected material allow the generation of genome-wide maps of nucleosome positions. These studies have previously been carried out in a wide range of eukaryotic organisms such as *Saccharomyces cerevisiae* [5], *Caenorhabditis elegans* [6,7], *Drosophila melanogaster* [8], *Zea mays* [9], and also in human cell culture systems [7,10]. Chodavarapu et al. (2010)[11] presented the first nucleosome-positioning map of mononucleosomes in *Arabidopsis thaliana*. They showed that (1) exons are nucleosome-enriched, (2) the intron-exon boundaries are demarcated by strongly positioned flanking nucleosomes, and (3) nucleosomal DNA is methylation-enriched. However their findings focus more on genome region rather than the underlying DNA sequence. Similarly it was shown that genome-wide, nucleosome patterning is uniform in protein-coding genes but not in pseudognes, transposable element genes and transposable elements [12,13]. Nucleosome patterning is uniform in euchromatin, whereas pericentromeric heterochromatin shows nucleosome enrichment [11]. Additionally, the periodic distribution of nucleosomes is independent of the level of expression of the gene, but the unoccupied distance between nucleosome positions is higher in transcribed genes [12].

Typically in these studies, digestion of chromatin was performed to completion with optional gel purification steps utilised to enrich for mono-nucleosomal DNA fragments. This gives a limited and static picture of the chromatin landscape focused on the positioning of stable nucleosomes. However, the dynamic structure of chromatin is required for changes in gene expression [14]. Partial digestion of chromatin in yeast and flies reveals variability in nucleosome occupancy profiles explained by the presence of MNase-hypersensitive nucleosomal DNA regions [15–17]. The existence of both hypersensitive and hyper-resistant nucleosomes was shown in the crop plant *Zea mays* [18]. These regions are found in the non-coding DNA around active genes and are colocalised with regulatory elements found in converse noncoding sequences, sequences such as KNOTTED 1 transcription factor binding site [19–21]. Moreover, MNase sensitive regions also correlate with recombination hotspots and hypomethylation [21]. These studies highlight the complex nature of labile DNA-bound proteins.

In addition to the visualisation of nucleosome dynamics, partial digestion approaches allow size-resolution of nuclease protected chromatin particles using modified paired-end mode sequencing protocols to reveal the positions of sub-nucleosome sized particles (subNSPs). These subNSPs protect DNA fragments of a size smaller than 120bp and may represent non-nucleosomal chromatin-associated proteins including DNA replication machinery such as DNA polymerase Origin Recognition complex (ORC) [20] or the transcriptional machinery such as sequence-specific TFs and complexes containing TFs [22]. Further examples include chromatin remodeler complexes [23], and RNA polymerase or proteins involved in chromatin structure [24,25] in DNA recombination [26] or DNA repair [27].

Here we combine partial differential MNase digestion and size-resolved chromatin-seq with transcript profiling from the same samples in *Arabidopsis thaliana* for the first time. Low levels of MNase treatment reveals complexity regarding small particle recruitment and the lability of bound factors which has only previously been suggested in yeast [16] and human sperm [28] through comparisons of mutant types. Here we examine for the first time the dynamics of the overall chromatin landscape in a single cell type to changes in environmental conditions correlated to RNA-seq data, giving insight into the dynamic relationship between chromatin and the changing transcriptome.

## Results & discussion

### Developing a comprehensive chromatin map of *Arabidopsis thaliana*

Eight replicate *Arabidopsis thaliana* Col-0 cell cultures were sampled after 16-hour passage (see Methods) (4x Light grown, 4x Dark grown) and subjected to a “higher” or “lower” level of chromatin digestion with MNase followed by Illumina Paired-End sequencing modified to take a wide DNA fragment size range. This allowed us to perform chromatin particle spectrum analysis (CPSA) as previously described in yeast [29] and enabled determination of regions of genomic DNA protected by nucleosomal, multi-nucleosomal, and sub-nucleosomal sized particles (NSP, multiNSP, subNSP) by retaining size information when mapping to genomic DNA.

Spatial mapping of all protected DNA sequences demonstrated a homogeneous coverage of the *A*. *thaliana* genome with nucleosome sized bound particles, albeit with some regions of lesser chromatin coverage (Fig 1A). Regions such as the centromeres, the heterochromatic knob on chromosome 4 [30], and the rDNA encoding regions demonstrate abnormal structures likely due to their highly repetitive state inhibiting accurate mapping [31]. Mapping of the midpoints of all 150bp (+/-15bp) fragments across the genome (Fig 1B: black track) provides an NSP pattern remarkably consistent with previous results [11,12,32]. However, the approach of mapping according to size provided novel insight into the range of DNA-bound material, as utilising low intensity MNase digestion revealed not only NSPs, but also multiNSP regions resistant to MNase. Coverage of the underlying genome by nucleosomal (~150bp +/- 30bp) or multi-nucleosomal (N * (150bp + linker)) chromatin demonstrated a regularly occurring structure throughout the genome, with higher association to genic regions (described further below). Interpolation between sequenced paired reads and cumulative measurement of all mapped fragments equal to or larger than nucleosomal and multi-nucleosomal sized particles generated a single nucleotide resolution map of the total coverage of the underlying DNA at genome scale (Fig 1B: blue track). Furthermore, mapping by particle size in addition to genomic location demonstrated the continuous range of bound particle sizes apparent at this low digestion, as is observed directly in the 1.2kb exemplar region in Fig 1C. This 3D plot shows the non-discrete range of fragment sizes and abundances, revealing the absence of subnucleosomal fragments mapping to its centre, periodic mono-nucleosomes and a range of multi-nucleosomal protected regions.

**Fig 1:**
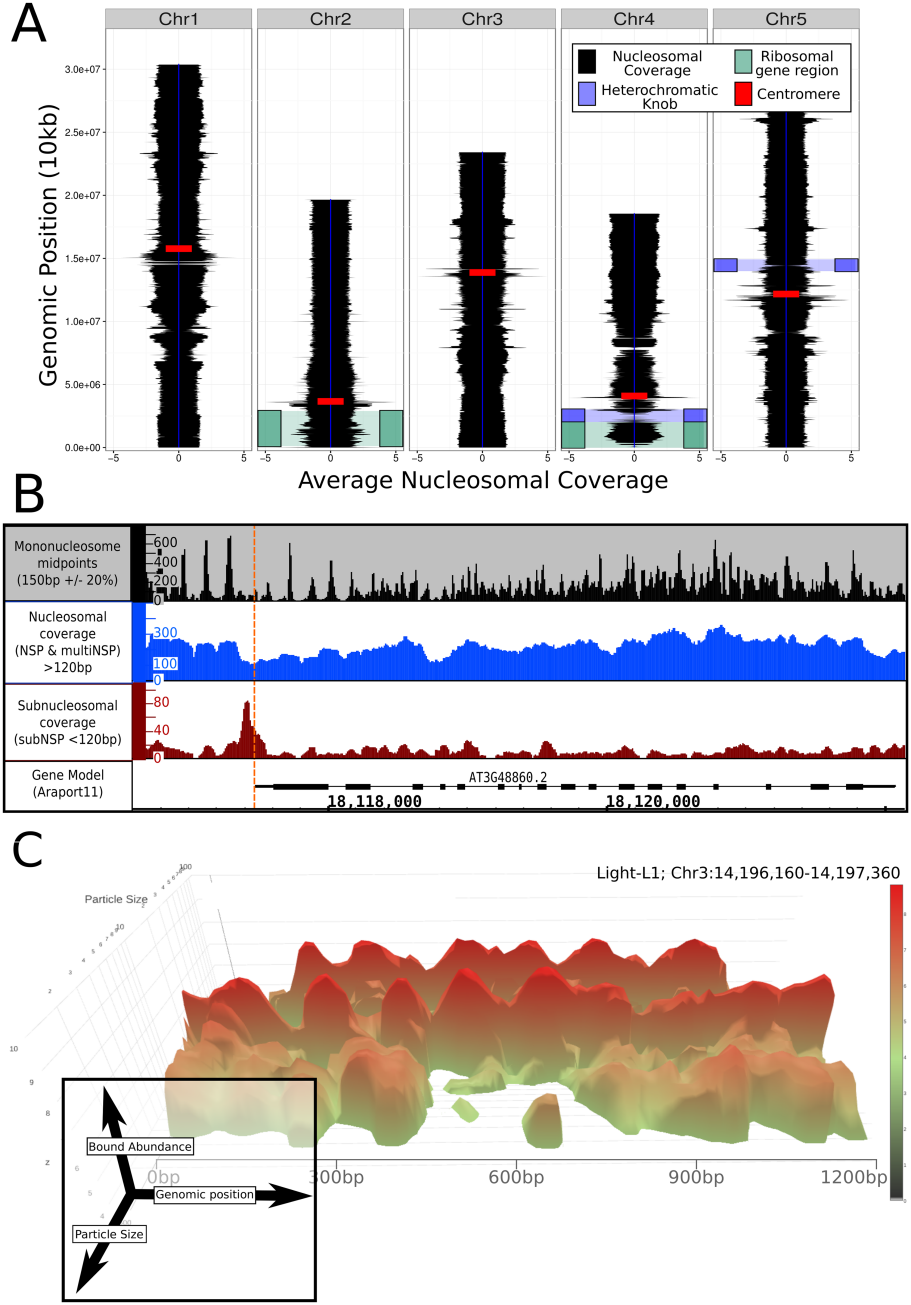
Genomic organisation of chromatin in *Arabidopsis thaliana*. (A) *A*. *thaliana* genome wide chromatin mapping of nucleosome structure (Mono- and multiNSP binding at 10kb genome regions) with approximate positions of notable genome features [31] demonstrates predominantly homogeneous coverage but with distinct areas of heterogeneous mapping. (B) Gene view demonstrates at organisation of mononucleosomes through mapping of midpoints (black), total mono- and multiNSP genomic protection (blue), and notably, recruitment of a subNSP (<120bp) at the TSS co-ordinates (red). (C) Genomic protective particles demonstrated continuous size variability (depth-axis) with distinct structure observable at the mono-nucleosomal size, highlighting the complex profile of DNA-bound protein.

The differential MNase digestion method was previously implemented in yeast and revealed DNA fragments protected by subNSPs such as TFs [16,29]. To profile the subNSPs across the genome, we computationally subsampled all sequenced material where paired-end reads were less than 120bp i.e. sub-nucleosomal sized regions protected from MNase cutting activity. This revealed that subNSP binding factors have distinct organisation to key positions throughout the genome, specifically positions immediately upstream of, or coinciding with 5’ untranslated region (UTR) sites, as observed in the example of Fig 1B (red track). This is consistent with the profiles expected by the binding of TFs and promoter complexes directly upstream of TSSs as observed in yeast [16,29].

Comparison of the otherwise equivalent but differentially digested *A*. *thaliana* samples between ‘high’ and ‘low’ level of MNase treatment demonstrated the effect of digestion extent on the DNA-bound material. At a genomic level, overt variation was not observed in NSP or multiNSP counts between differentially digested samples, consistent with view of chromatin as an essential stabilizer of the genome [5,33] (S1 Fig). However, the marked variation in number of subNSP identified between digestion levels indicates the sensitive nature of these labile factors and suggests that their binding is more readily displaced from the underlying genome than nucleosomes (S1 Fig). Under high digest, subNSPs prominent in low digest samples appear to have a reduced detection indicating greater susceptibility of the underlying DNA to nuclease-mediated degradation due to weaker protection from the bound protein in comparison to nucleosomes. Subsequently, high digest resulted in subNSPs frequently indistinguishable from the likely noise of surrounding low-level small-particle structure, particularly at TSSs (Fig 2A—compare red tracks).

**Fig 2:**
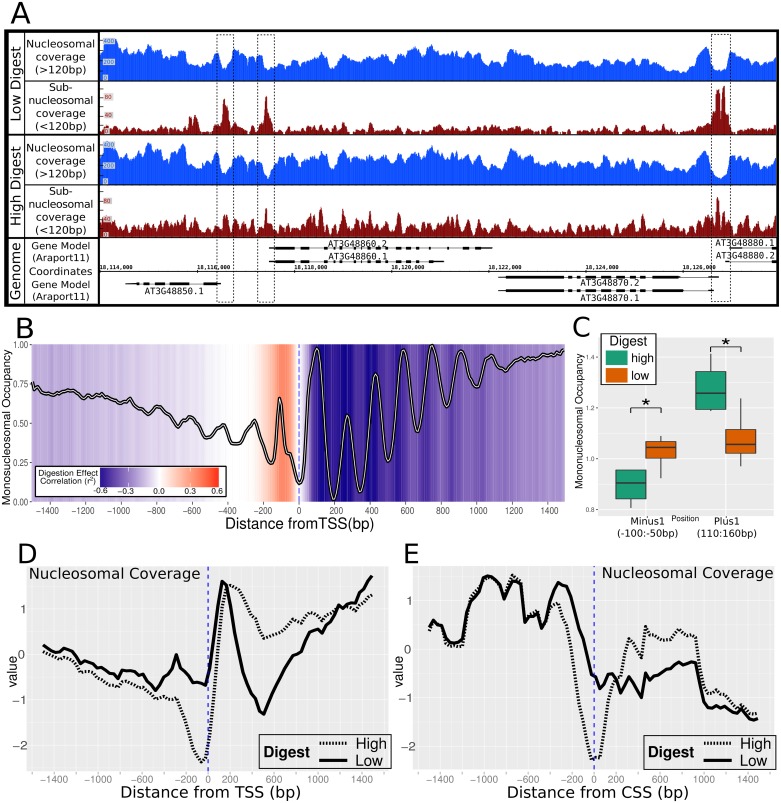
The effect of differential MNase digestion on nucleosomal organisation. (A) NSP and multiNSP coverage occurs throughout the genome but indicates open chromatin at positions of TF recruitment i.e. 5’UTR TSS locations (Blue). Corresponding subNSP recruitment at these locations was markedly less prominent with high-MNase digest preparation (Red). (B) Periodic NSP organisation was conserved at TSS sites (samples = 8, genes = 21,314), with strongly positioned nucleosomes directly downstream from the TSS. Colour scale represents correlation between digestion level estimate and nucleosomal occupancy at that position, where increased digestion correlates with greater monoNSP abundance. (C) Comparison of average occupancy between digestion treatments at 50bp regions in the ‘minus-1’ and ‘plus-1’ nucleosome region with significance (* = P<0.05, t.test). Total nucleosomal and multi-nucleosomal coverage surrounding (D) TSS and E) CSS demonstrates the sensitive labile nucleosomes positioned at the TSS and CSS which are unobserved under high digest.

Differential digestion levels in *Zea mays* has previously enabled description of hyper-sensitive sites in the genome where fragile nucleosomes are found [19]. We here observe a similar fragile nucleosome throughout the genome at the ‘-1’ position directly upstream of the TSS (Fig 2B & 2C). Our comparative analysis was consistent with this outcome, which however was not previously reported in *A*. *thaliana*, likely due to high levels of MNase digestion [12]. For this reason, we believe that the low-digestion level and wider particle size analysis implemented here is essential in producing a holistic view of the nucleosomal landscape, and a facet often omitted from other genome-accessibility studies.

### Limited digestion reveals varied binding structures in the chromatin landscape of *Arabidopsis* through identification of sub-nucleosomal sized bound particles

The positioning of nucleosomes was observed to be most conserved at the TSS in individual gene examples (Fig 1B). This periodicity is less defined downstream, with the less stringent chromatin organisation being consistent with previous results [12]. Plotting the average structure surrounding the TSS of all *A*. *thaliana* genes (with consistent expressed isoforms between samples, N = 21,314), we observed periodical ~150bp mono-nucleosomal organisation patterning as previously described in *Arabidopsis* (Fig 2B) [11] and typical of other eukaryotic organisms [6,7,17,29]. However, nucleosome positioning in the average profile surrounding the TSS also incorporates the variation between gene lengths and intron-exon structure when surmising multiple gene regions, which contributes to high genic average coverage but lower definition of nucleosomal periodicity. We note the comparative low height of the +2 nucleosome peak which is a consistent feature of our analyses, but currently unexplained.

Consideration of MNase digestion level on mono-nucleosomal organisation shows higher digestion directly correlates with increased mono-nucleosomal structure in the genic region downstream of the TSS. Fig 2B indicates the areas where increased digestion correlates with strengthened or weakened monoNSP positions surmised through the genome, where the colorimetric background shows the strength of correlation between digestion level and NSP abundance per 10bp region. We observe a particularly sensitive nucleosome (negatively correlated to digestion) directly upstream of the TSS which has significantly lower occupancy in the high digested samples (Fig 2C). This is in concordance with the hypersensitive minus-1 nucleosome identified in maize [18]. Additionally, the partially resistant multiNSP and sensitive subNSP positions are less represented under high digest conditions. For nucleosomes this is presumably due to cleavage of di- or tri-nucleosomes to monomers, however the comparative susceptibility of subNSPs results from greater access of MNase to digest under higher levels due to weaker binding or lower levels of DNA protection. The intron-exon boundary demonstrated a strong defining role for nucleosomal positioning as previously described [10], but is not as strong a factor as that by which nucleosomal structure is organised at the TSS (S2 Fig).

Observing the nucleosomal organisation at the TSS regions of individual genes supports variable access of subNSPs due to widening of the open chromatin region between nucleosomes. This pattern is replicated at genomic scale, where open chromatin regions appear at the TSS and Coding Start Sites (CSS) (Fig 2D & 2E), suggesting access for TF recruitment. The differential occupancy signals found at these open regions supports that differential digestion is required to demonstrate the exclusion of the labile and sensitive factors in these regions.

### Genome-wide effects of differential growth conditions on chromatin and subNSP structure

The irradiance change in environmental conditions of the diurnal cycle is central to the cyclic expression changes in the plant transcriptome and the normal phenotype [34]. The changing accessibility of key genes has an impact on this expression. Nucleosome spacing at specific genes was correlated with their expression level in targeted analysis [12]. We here addressed the light-responsive gene networks to further understand the role that chromatin has on the activation and inactivation of genes. In addition to NSP binding, we analysed subNSP binding to get a more thorough global view of chromatin dynamics.

Chromatin is understood to be more rigorously structured in exonic regions of genes than intergenic and intronic [11,12,32]. Utilising RNAseq data derived from the same samples used for chromatin-seq, the genome was divided into quartiles based upon gene expression level and the NSP positioning was plotted four bio-replicates of light grown cell cultures subjected to low and heavy digest (see Material and methods). 

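RNAseq was performed on 8 cell suspension cultures of Arabidopsis, 4 grown in light and 4 kept in the dark for 2 weeks. The sample labels give 16 hours for every library, and the paper's results give this as the time after passage. The paper's methods also name a later sampling time for light-grown cells, without stating which samples have it. The authors mapped the paired-end reads with Tophat2 to TAIR10 with the Araport11 annotation and counted them on each gene with HTSeq. The deposited values are these counts for 28598 genes in each library, without normalization. Between 18363149 and 37813411 counts were obtained per light-grown library, with a median of 29096615. The dark-grown libraries held between 29916585 and 32688689 counts, with a median of 31598384.5. The S6 Fig table of the paper lists 173347128 reads over the 8 libraries, whereas the counts on genes sum to 240171833, and the values given here use the counts. The smallest level that 3 counts can show, in counts scaled to a common library total (CPM), was 0.0779 to 0.159 in the light-grown libraries and 0.0942 to 0.0994 in the dark-grown libraries. These limits cover counting error only. The S6 Fig table pairs 4 of the RNAseq libraries with MNase-seq libraries, namely Light-RNA2, Light-RNA3, Dark-RNA3 and Dark-RNA4.
Counts were normalized with edgeR's TMM factors, which lay between 0.940 and 1.03, and edgeR's filter on low counts kept 19129 genes. Pearson's correlation of log2 CPM across these genes, which are not independent replicates, was 0.918 to 0.989 between libraries of the same growth condition and 0.857 to 0.942 between growth conditions. A multidimensional scaling plot was made from the genes that differ most between each pair of libraries. Its first dimension carried 57.7% of the variance in these distances, which is not a share of all expression variance. This dimension placed the light-grown libraries between 0.71 and 2.60 and the dark-grown libraries between -2.42 and -0.69. On this dimension Light-RNA4 and Dark-RNA2 lay nearest to the other growth condition.

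**Figure D1:**
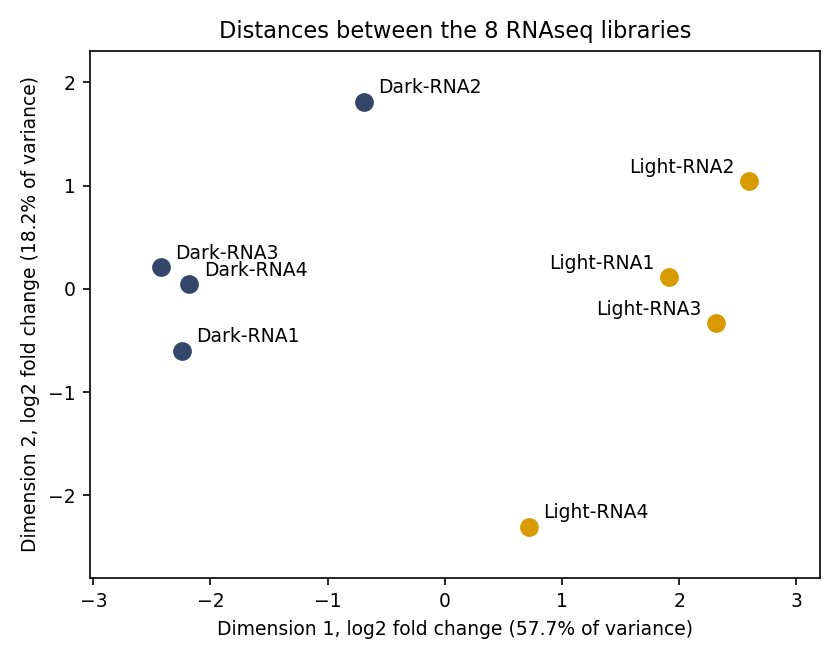
Multidimensional scaling of the 8 RNAseq libraries from log2 CPM, with light-grown libraries in yellow and dark-grown libraries in blue; axes are log2 fold changes. Light-RNA4 stands at 0.71 and Dark-RNA2 at -0.69 on the first dimension.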

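Quartiles of expression were set in each of the 4 light-grown libraries from CPM without TMM factors over all 28598 genes. The paper took them from RNAseq of the samples used for chromatin-seq, and its text does not name the unit. For gene boundaries the paper kept only genes whose primary isoform was shared between samples, a restriction not made here. The upper boundary of the lowest quartile lay at 1 count in every library, and between 6203 and 7136 genes per library were listed at 0. The boundary between the middle quartiles lay at 4.74 to 5.13 CPM, and that of the highest quartile at 25.1 to 26.9 CPM. Genes of the highest quartile took 89.1% to 89.8% of the counts. All 4 light-grown libraries placed 22533 genes, or 78.8%, in the same quartile (95% Wilson interval 78.3% to 79.3%), and 99.6% of genes moved by at most 1 quartile. The interval treats genes as independent and does not measure the spread between libraries. The 4 libraries together placed 6517 genes in the lowest quartile and 6323 in the highest. Among the 6517 are 4699 genes listed at 0 in every light-grown library, whose agreement was fixed. Over genes with at least 1 count in every light-grown library, the share was 75.9%. The share moved most when only Light-RNA2 and Light-RNA3, the light-grown libraries that the S6 Fig table pairs with MNase-seq, were compared, to 90.2%.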

Genome-wide, genes under median to high expression showed a strongly focused positioning of NSPs surrounding the TSS (Fig 3A, 50–75%, 75–100%). This structure was less pronounced in low-expressed genes (Fig 3A, 25–50%) and a solitary strongly positioned nucleosome at the point of TSS initiation (up to 200bp downstream) was typical in the lowest quartile of expressed genes (Fig 3A, 0–25%). This loss of mononucleosomal-sized patterning supports the assertion that typical control of gene expression requires well-regulated chromatin [12]. Both the immobile NSP at the TSS of inactive genes, and a strongly defined TSS+1 NSP have been previously reported [12], which was showed to inhibit the binding of transcription complexes and other factors, and to inhibit RNA Pol II activity [35]. Consideration was given to lateral movement of the TSS+1 nucleosome in response to changes in expression, allowing for increased upstream access, however we did not observe convincing evidence for this (S3 Fig).

**Fig 3:**
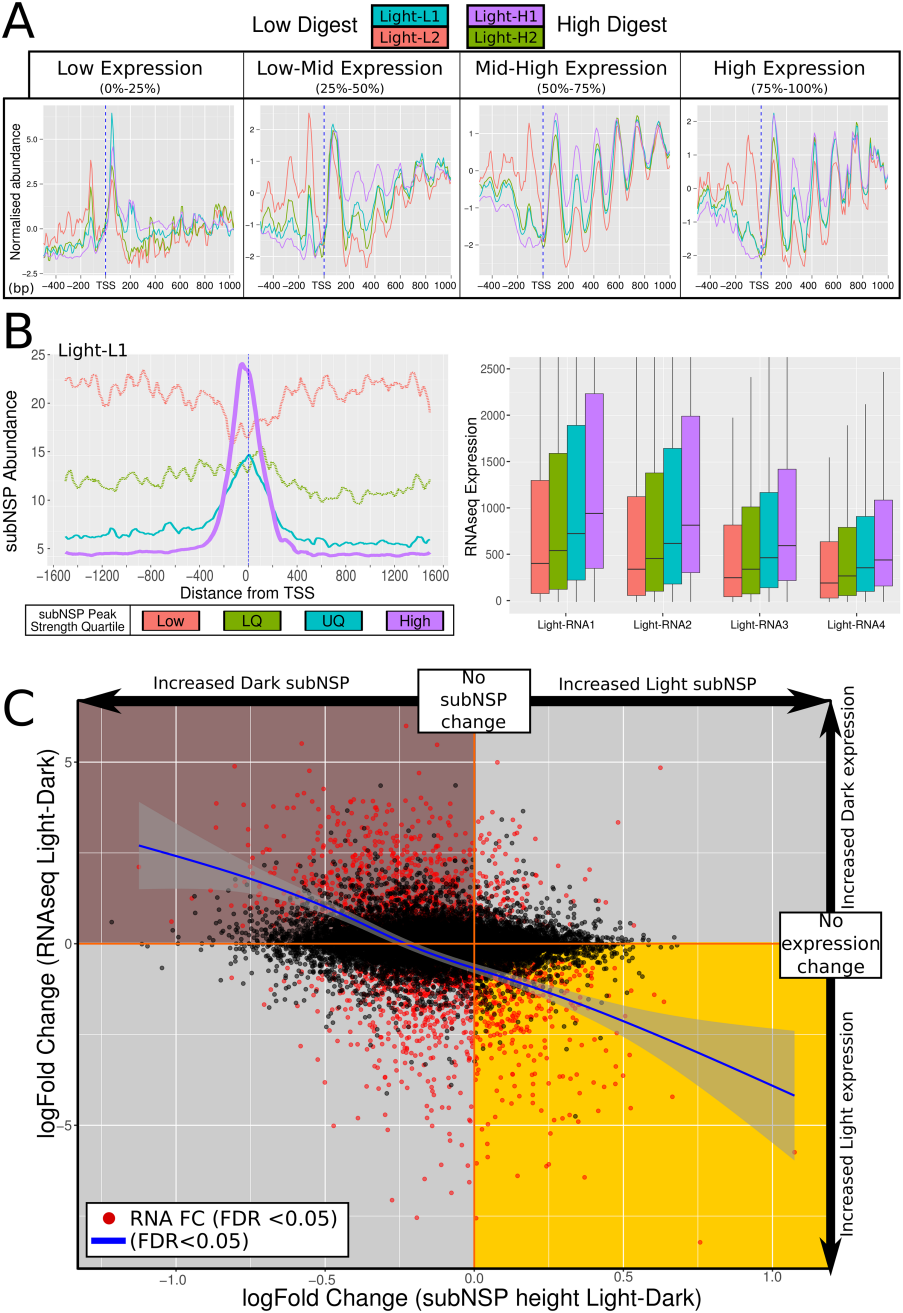
Varying gene expression corresponds to genomic chromatin organisation changes and variation in response to irradiance. (A) NSP structure surrounding TSS separated by quartile of gene expression demonstrated reduced structure correlating with lower expressed genes (light grown samples under high and low digest represented). Inactive and extremely low-expressed genes notably reveal a large +1 nucleosome likely active in inhibiting gene expression. (B) Genes were quartile separated by abundance of subNSP recruitment at TSS as represented in average profile of quartiles (Light-L1 example: upper). Level of gene expression grouped by quartile demonstrated increasing recruitment and correlated with increased expression within each light-grown sample. (C) Comparison of Light and Dark grown samples for fold change of subNSP abundance was performed against corresponding gene expression. Genes under significant expression change (FDR<0.05, red) demonstrated greater recruitment of subNSP in accordance with higher expression (Trendline: leoss smoothed, 0.95 CI: grey boundary).

We explored the position of subNSPs for the same range of light grown samples. SubNSP binding was enriched at TSS regions throughout the genome. Genes were separated into quartiles by degree of kurtosis of the subNSP peak at the TSS, showing that stronger recruitment correlates with higher levels of expression across the genome (Fig 3B—upper: example peak structure separation, lower: 4 samples with RNAseq separated by subNSP recruitment). The increased expression in the higher quartiles of subNSP recruitment could either be explained by more frequent binding within the cell population at that position, or stronger binding to DNA by the subNSP, or more defined MNase-hypersensitive linkers at the TSS.

### Differential growth conditions effect subNSP changes at single gene resolution

Having establishing the nucleosomal and sub-nucleosomal structural changes within single samples, we contrasted the chromatin profiles between isolates grown in different irradiance conditions. We did not identify a statistically significant change in nucleosomal patterning genome-wide between samples grown in light or in dark (following two weeks of continuous culture without light). We therefore conclude that the NSP structure is not significantly changed in response to this extrinsic environmental change, even when applied for an extended period. Consequently, we investigated the binding of subNSPs to discern any effect of the environmental changes to the DNA-bound landscape. The correlation between changing gene expression (RNAseq, log_2_-fold change) and the recruitment of subNSP (TSS subNSP abundance, log_2_-fold change) was assessed for each shared-isoform gene (Fig 3C). 

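Expression was compared between the 4 dark-grown and the 4 light-grown libraries. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1912 genes had an adjusted p-value under 0.05, of which 1207 were lower and 705 higher in the dark. The 4 light-grown libraries did not overlap the 4 dark-grown libraries in 3174 of the genes tested, a separation that chance gives for 2.86% of genes, and 1816 of these genes also passed the threshold. At an unadjusted p under 0.05 there were 4819 genes. Deviations of same-numbered light-grown and dark-grown libraries from their group means had a mean correlation of 0.158, against -0.063 for the other pairs. The correlation was 0.582 for replicate 2 and 0.219 for replicate 4, but -0.144 for replicate 1 and -0.025 for replicate 3. Deviations from a group mean cancel within the group. The negative mean of the other pairs therefore follows largely from the positive mean of the same-numbered pairs. With the replicate number as a block, 2221 genes passed the threshold, 1358 lower and 863 higher in the dark, and 1607 of them were among the 1912. The count moved most when only the 4 libraries paired with MNase-seq were fitted, to 5166 genes.

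**Figure D2:**
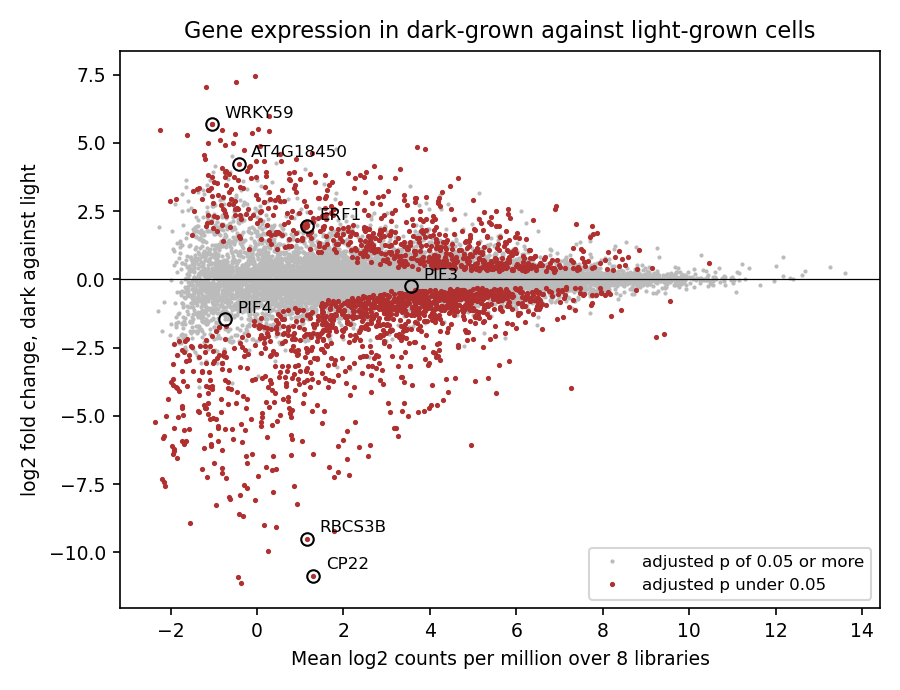
log2 fold change of each gene tested in dark-grown against light-grown cells (vertical axis) against its mean log2 CPM over the 8 libraries (horizontal axis), with genes of adjusted p-value under 0.05 in red. Circles mark 7 of the genes that the paper names; CP22 stands at -10.86 and WRKY59 at 5.68.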

We identified that genes under significantly increased expression in either condition (p>0.05, FDR) correlated with stronger recruitment of subNSP binding at the TSS consistent with DNA-binding complexes such as TF being present at the time of sample harvest.

Hence, whilst no change in gross NSP pattern was seen, changes of expression caused by applied environmental stimuli were correlated with a genome-wide changes at the level of subNSP binding. We therefore sought to understand whether the average landscape observed across the genome was representative of the local profile at well-regulated genes. Within genes of relevance to the light response, we assessed key genes involved in photosynthesis or photosensing that showed strong expression in the RNA-Seq data. 

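Nuclear genes whose symbols begin with LHCA, LHCB, PSA, PSB or RBCS were taken as a set, a rule set in advance. The reference annotation gave 45 such genes, of which 41 passed the filter on low counts. Their median log2 fold change in the dark was -4.73, and 39 of the 41 were lower, from -11.11 to -1.16. All 39 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in all 39 every dark-grown library lay below every light-grown library. The genes that were not lower, PSAT and PSAT1, named here after their values were seen, match the set by the letters of their symbols and encode a phosphoserine aminotransferase and a sterol acyltransferase. The mean log2 CPM of the set was 4.91 ± 0.34 (SD, n = 4) in light and 0.22 ± 0.58 (SD, n = 4) in the dark (exact two-sided permutation test, p = 0.029, the smallest that 4 libraries against 4 allow). In limma's camera test, which compares the set with all other genes, the two-sided p-value was 1.2e-39. It was 0.012 when camera's correlation between genes was estimated from the data, at 0.45, in place of its preset 0.01. A fit with the replicate number as a block gave a median log2 fold change of -4.94 and a camera p-value of 9.1e-32.

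**Figure D3:**
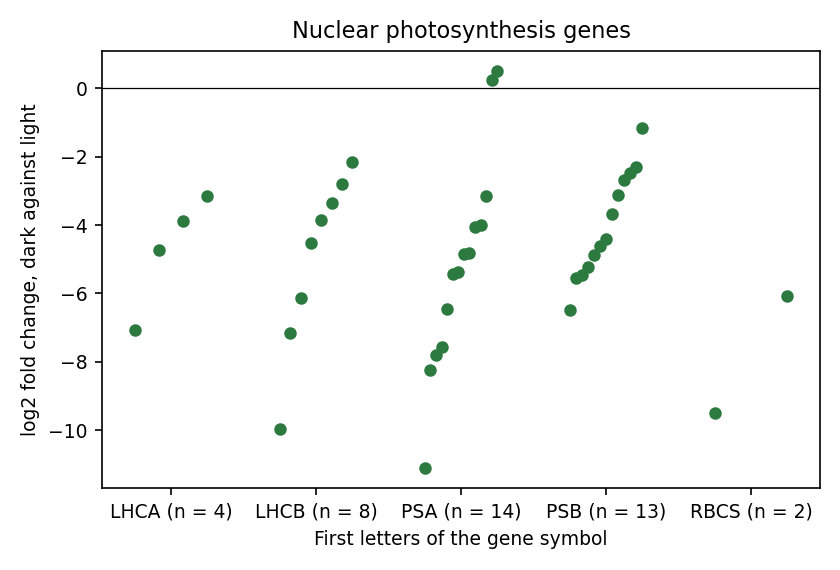
log2 fold change in dark-grown against light-grown cells (vertical axis) of the 41 photosynthesis genes tested, 1 point per gene, grouped by the first letters of the symbol. The points above 0 are PSAT and PSAT1.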

For instance, *Photosystem II Subunit S* (*CP22*, AT1G44575, fold change: -10.8, FDR = 2.59E-136) showed that subNSP recruitment was observed around the TSS and the UTR region directly 5’ to the CSS, but was not identified in samples grown in dark (Fig 4A, dashed boxes). 

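CP22 is listed in the reference as NPQ4 (AT1G44575) and lies on chromosome 1 of TAIR10 from 16870221 to 16873427, on the forward strand. The annotation gives it 3 transcripts, and its coding sequence starts at 16871768. No other gene overlaps it, and none of its 50-base exon windows occurs elsewhere in the genome. Its level was 67.3 ± 14.2 CPM (SD, n = 4) in light-grown cells and 0.032 ± 0.044 (SD, n = 4) in dark-grown cells. The dark-grown libraries held 0, 1, 3 and 0 counts on the gene, so the fold change is a limit, and expression was at least 696-fold lower in the dark. The log2 fold change was -10.86 (standard error 0.45, adjusted p = 2.90e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -10.88 with the replicate number as a block (adjusted p = 5.57e-04 from the same edgeR test). Over the alternatives set in advance, the adjusted p ranged from 4.71e-143 in edgeR's likelihood ratio test to that value. Every dark-grown library lay below every light-grown library (exact two-sided permutation test, p = 0.029). With each library left out in turn, its log2 fold change stayed between -12.12 and -10.48.

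**Figure D4:**
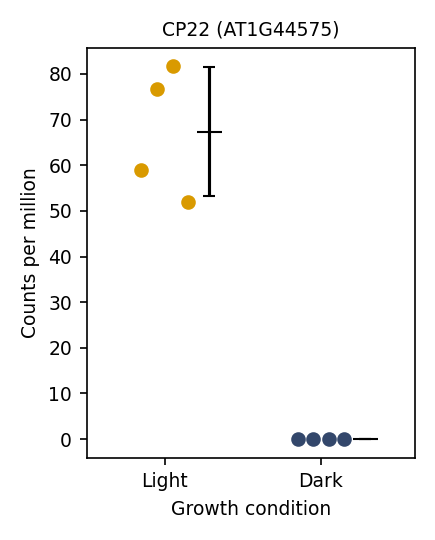
CPM of CP22 in each of the 4 light-grown and 4 dark-grown libraries (points), with the mean and SD beside them. Light-grown libraries range from 51.9 to 81.6 CPM.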

*CP22* encodes a photoprotective pigment-binding protein associated with the photosystem II in the grana thylakoids [36]. To prevent the formation of reactive species and the damage to membranes, a quenching of excited chlorophyll occurs by transferring the energy to carotenoid pigments [37]. Another example is the disappearance of a 5’UTR associated subNSP in dark compared to light for the *Rubisco Small Subunit 3B* (AT5G38410, fold change: -9.46, FDR = 3.01E-076, Fig 4B), encoding a subunit of the key Calvin cycle enzyme ribulose 1,5-bisphophate carboxylase-oxygenase (RuBisCO) [38]. Again, the presence of subNSP at the 5’UTR appears to coincide reliably with the increased expression.

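Rubisco Small Subunit 3B (RBCS3B, AT5G38410) lies on chromosome 5 of TAIR10 from 15376988 to 15378642, on the reverse strand, with a coding sequence that starts at 15378306. Its level was 49.5 ± 16.3 CPM (SD, n = 4) in light and 0.064 ± 0.107 (SD, n = 4) in the dark, where the libraries held 7, 0, 0 and 1 counts. The log2 fold change was -9.50 (standard error 0.68, adjusted p = 2.19e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap (exact two-sided permutation test, p = 0.029), and the log2 fold change stayed between -11.69 and -9.09 with each library left out. A block for the replicate number gave -9.52. Of its 1263 exon windows of 50 bases, 14.3% occur unchanged in RBCS1B and 8.31% in RBCS2B, so the division of reads among these neighbours is uncertain. RBCS1B and RBCS2B had at most 19 and 15 counts in any light-grown library and were not tested. RBCS1A (AT1G67090), none of whose windows occurs elsewhere, had a log2 fold change of -6.09 (standard error 0.61, adjusted p = 7.10e-04 from the same edgeR test). These 3 related genes were chosen after their values were seen. From the subNSP at the 5'UTR in light and the higher expression in light (Fig 4), the paper proposes that the presence of subNSP coincides with increased expression.

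**Figure D5:**
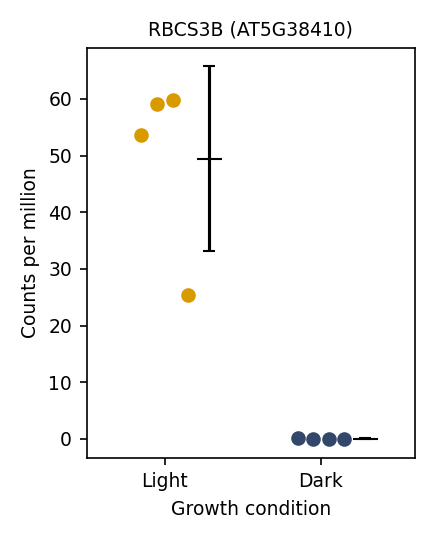
CPM of RBCS3B in each of the 4 light-grown and 4 dark-grown libraries (points), with the mean and SD beside them. The lowest light-grown library, Light-RNA4, stands at 25.4 CPM.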

**Fig 4:**
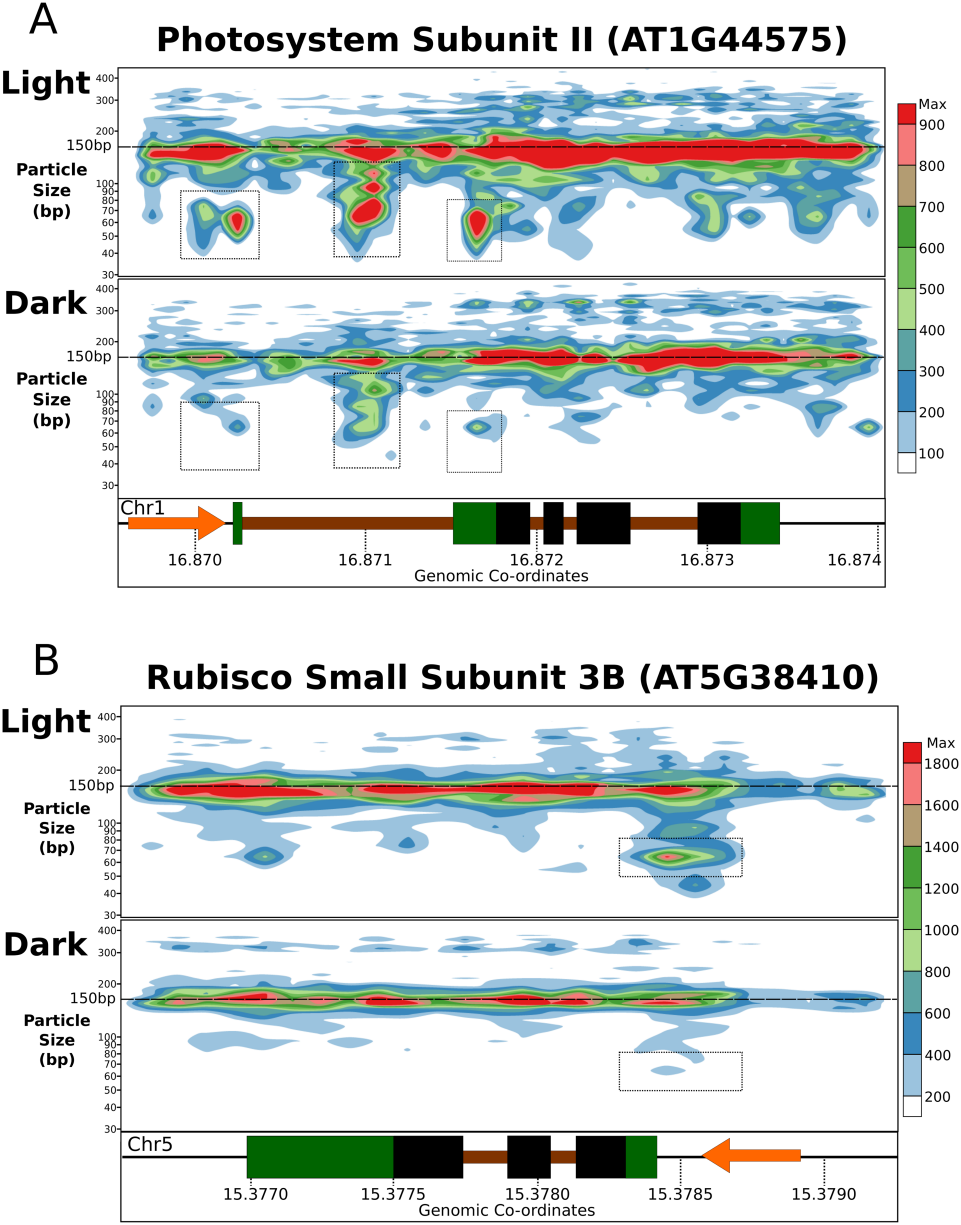
SubNSP recruitment occurs preferentially at active genes. Total coverage mapping of all sized DNA-binding particles for low-digested samples (Light-L1/L2 and Dark-L1/L2) demonstrates recruitment of subNSPs to specific TSS and UTR positions in the key light-response genes (A) Photosystem Subunit II (NPQ4, AT1G44575) and (B) Rubisco Small Subunit 3B (RBCS3B, AT5G38410). Observed subNSP recruitment is absent from dark-grown samples which are almost totally inactive (PSII—FC: -10.8, FDR = 2.59E-136, RBCS3B –FC: -9.46, FDR = 3.01E-076). Colour scale represents abundance of mapped fragments normalised for sequencing depth.

We then examined whether these changes in subNSPs could be related to known positions of TF binding to specific genomic locations. Previously identified TF Binding Sites (TFBS) were sourced from Athamap [39,40] (S4 Fig) or O’Malley et. al (2016) [41] to assess subNSP binding to their corresponding genomic targets. *PHYTOCHROME INTERACTING FACTOR 3* (PIF3) is a helix-loop-helix TF interacting with photoreceptors phyA and phyB as part of the plant light response [42]. Analysis of the PIF3 target binding motif across the genome demonstrated significantly more occupancy in light conditions (Fig 5A, Number of sites = 1,930). This was despite a non-significant change (log2FC: -0.25, FDR = 0.7) in expression of the PIF3 gene, consistent with post-translational regulation of the TF through phosphorylation [43]. 

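PIF3 (AT1G09530) lies on chromosome 1 of TAIR10 from 3075768 to 3079654. Its level was 12.9 ± 0.705 CPM (SD, n = 4) in light-grown cells and 10.8 ± 0.866 (SD, n = 4) in dark-grown cells. Its log2 fold change in the dark was -0.26 (standard error 0.11, adjusted p = 0.167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every dark-grown library lay below every light-grown library (exact two-sided permutation test on this gene alone, p = 0.029). A block for the replicate number gave the same log2 fold change (adjusted p = 0.236 from the same edgeR test), and over the alternatives set in advance the adjusted p ranged from 0.096 to 0.389. No gene overlaps PIF3, and none of its exon windows occurs elsewhere.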

The related PIF4 TF was however associated with a significant downregulation in dark-grown cells (AT2G43010, log2FC: -1.4, FDR = 0.079) and revealed a similar subNSP binding structure at identified sites (Fig 5B, N = 20,252)[44].

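PIF4 (AT2G43010) lies on chromosome 2 of TAIR10 from 17886101 to 17889087. It was expressed at a low level, with 9 to 40 counts per light-grown library and 8 to 16 per dark-grown library. Its level was 0.898 ± 0.301 CPM (SD, n = 4) in light and 0.329 ± 0.117 (SD, n = 4) in the dark. In the dark its log2 fold change was -1.45 (standard error 0.42, adjusted p = 0.063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped (exact two-sided permutation test, p = 0.057). A block for the replicate number gave -1.43 (adjusted p = 0.094 from the same edgeR test). The likelihood ratio test of edgeR gave the smallest adjusted p among the alternatives set in advance, 0.014, and leaving out Light-RNA2 the largest, 0.177.

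**Figure D6:**
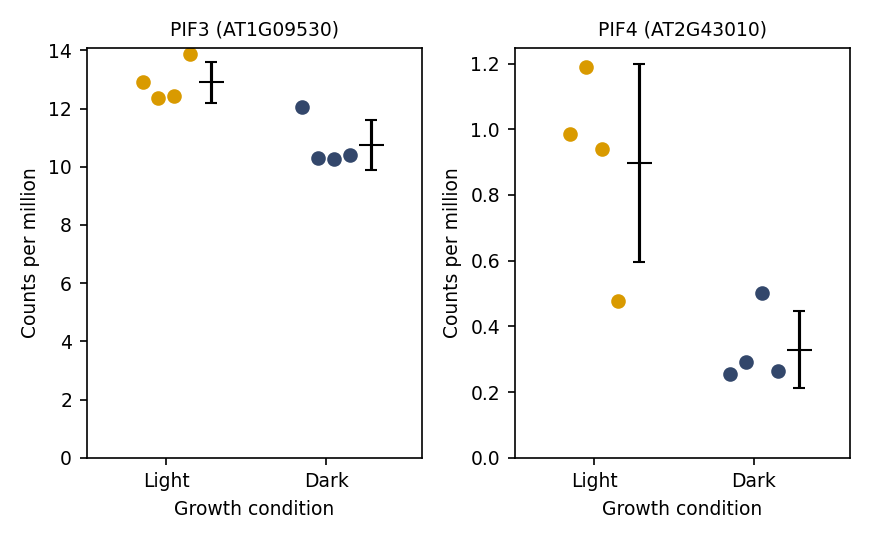
CPM of PIF3 (left) and PIF4 (right) in each of the 4 light-grown and 4 dark-grown libraries (points), with the mean and SD beside them. For PIF4 the lowest light-grown library is at 0.477 and the highest dark-grown library at 0.502 CPM.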

**Fig 5:**
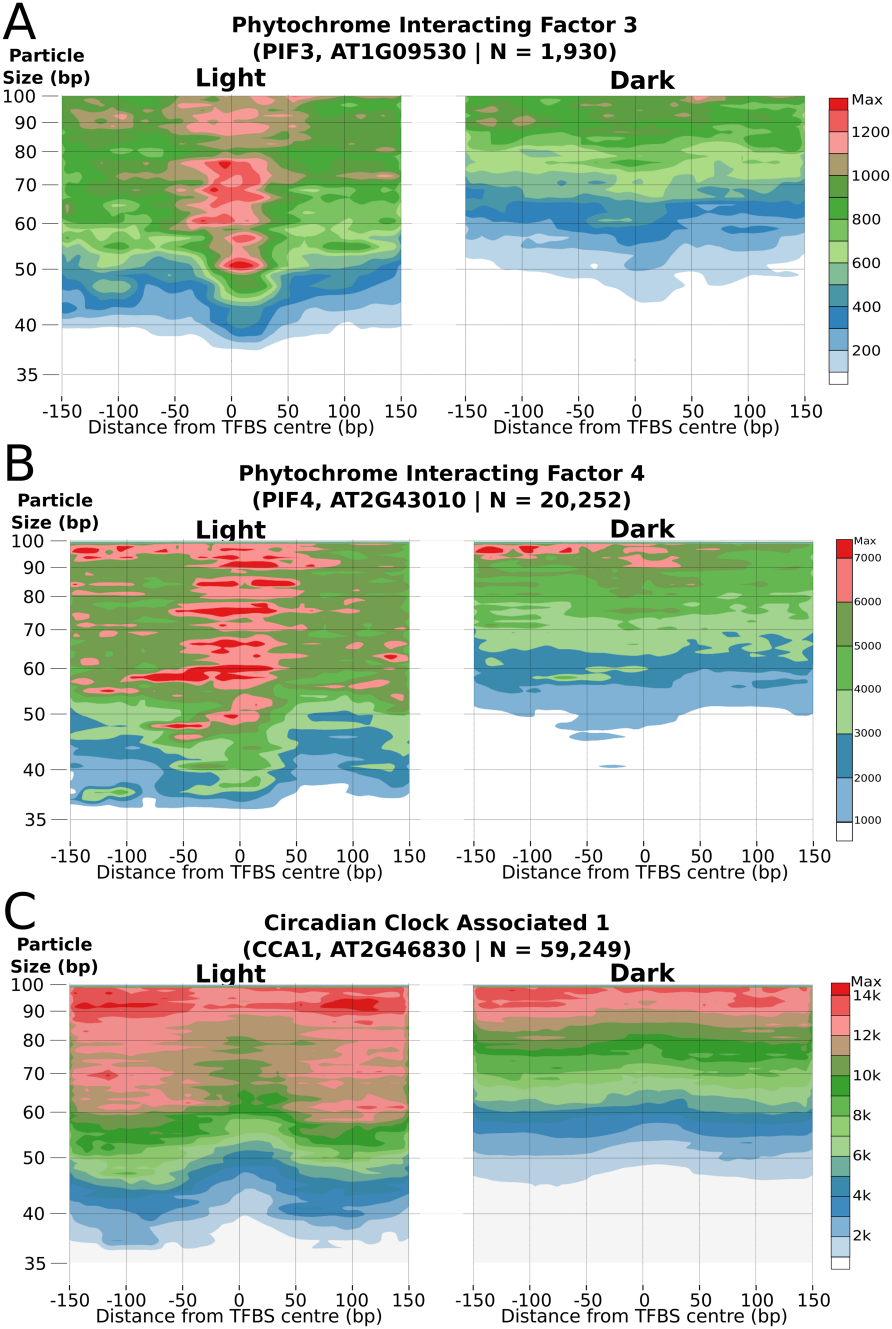
SubNSP organisation at transcription factor binding sites. TFBS positions were assayed for subNSP binding for light-responsive Transcription Factors (A) PIF3 (n = 1,930), (B) PIF4 (n = 20,252) and (C) the CCA1 (N = 59,249). Direct visualisation highlights the differential binding of the subNSP across the genome between growth conditions and identifying the TF response to the extrinsic irradiance changes.

In contrast to the light responsive PIF TFs, the Myb-type *CIRCADIAN CLOCK ASSOCIATED* (CCA1, AT2G46830) TF similarly demonstrated increased binding at known TFBS [45] in light-grown samples, but presents an alternative saddle-shaped binding pattern. This heightened accumulated around the binding site indicates the motif region having susceptibility to MNase digestion and the subNSP being offset in dark conditions (Fig 5C, N = 59,249). 

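The transcription factor genes ERF1 (AT3G23240), WRKY59 (AT2G21900) and AT4G18450 were higher in the dark, and in each of them every dark-grown library lay above every light-grown library (exact two-sided permutation test, p = 0.029 for each gene). ERF1 rose from 1.19 ± 0.655 to 4.62 ± 1.44 CPM (SD, n = 4 in each group). Its log2 fold change was 1.96 (standard error 0.46, adjusted p = 0.030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT4G18450 rose from 0.161 ± 0.211 to 3.34 ± 1.02 CPM (SD, n = 4 in each group), a log2 fold change of 4.23 (standard error 0.83, adjusted p = 0.015 from the same edgeR test). WRKY59 stood at 2.61 ± 1.75 CPM (SD, n = 4) in the dark. Its light-grown libraries held at most 3 counts, so that expression was at least 23.3-fold higher in the dark (log2 fold change 5.68, standard error 1.04, adjusted p = 0.011 from the same edgeR test). Fitted with the replicate number as a block, the log2 fold changes were 2.07 for ERF1, 5.67 for WRKY59 and 4.65 for AT4G18450. When each library was left out in turn, the adjusted p of ERF1 ranged from 0.021 to 0.102 and that of AT4G18450 from 0.0059 to 0.063 in edgeR's quasi-likelihood test. In these fits the log2 fold change ran from 1.68 to 2.28 for ERF1 and from 5.16 to 6.54 for WRKY59. For AT4G18450 it ran from 3.81 to 5.84, the largest without Light-RNA1, which held 18 counts.

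**Figure D7:**
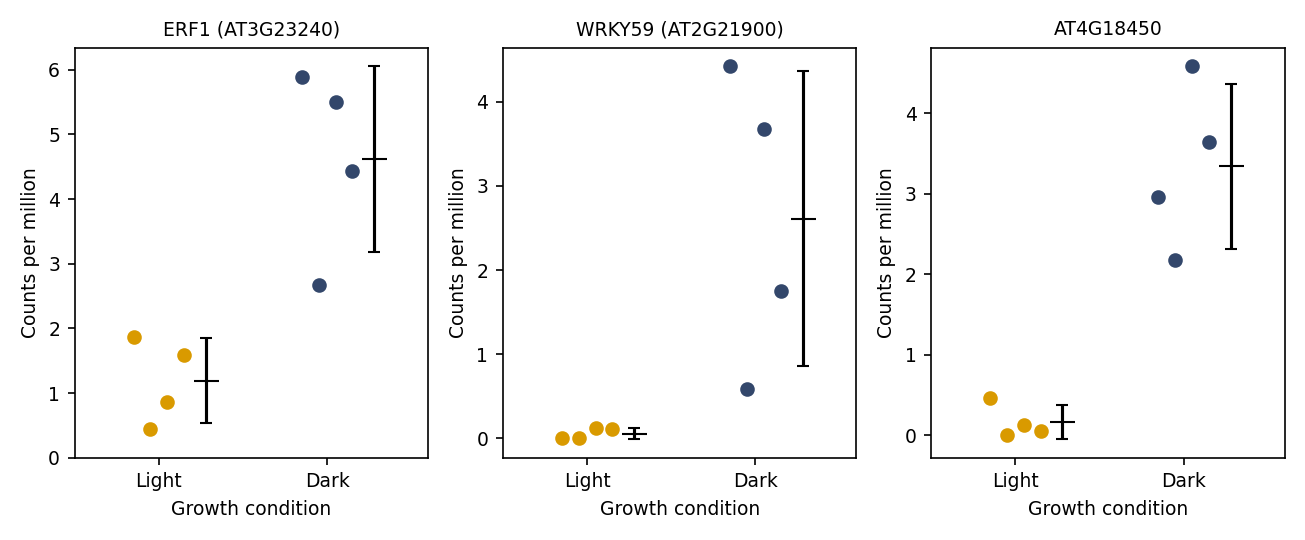
CPM of ERF1, WRKY59 and AT4G18450 in each of the 4 light-grown and 4 dark-grown libraries (points), with the mean and SD beside them. Vertical axes differ between panels; dark-grown libraries range from 2.67 to 5.88 CPM for ERF1.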

TF encoding genes with higher expression in dark grown samples (ERF1, WRKY59, AT4G18450) did not demonstrate an increased abundance of subNSP binding and patterning was retained, although some variability can be observed due to variation in digestion level (S5 Fig).

While the majority of subNSP binding positions are associated with genic promotor regions, approximately 7.91% of positions identified were greater than 10kb from an annotated coding sequence and 1.18% greater than 100kb distant. These sites can clearly be observed as protected DNA fragments of unknown function, which supports the role of the subNSP/TF detection approach as a new methodology to reveal not only the potential binding of transcription factors but also indicating other regions of interest for further analysis. However, while these positions may function as binding locations for long distance promotor elements, there are also potential roles unrelated to transcription factor binding which must be considered including the spatial organisation of DNA, and underlying physical structure of DNA which make regions resistant to MNase digestion i.e. secondary structures. Furthermore, investigation into associations with underlying genomic factors and histone modification statuses will be of significant future interest due to the connection of modified histones to transcriptional control [46]. One aspect to be assessed under matched conditions is the connecting the exclusion of H2A.Z and methylation of DNA in actively transcribed DNA [47], and positions found to be enriched for subNSP binding ie. the 5’UTR and Transcription Start Sites. As ChIP-seq approaches to mapping TFs in *A*. *thaliana* advance, we should come to learn the identities of the factors we have observed protecting DNA and their role in the genomic landscape.

## Materials & methods

### Condition for cultivation of *Arabidopsis thaliana* cell line

Dispersed cell suspension cultures, (prepared from *Arabidopsis thaliana* leaves Columbia ecotype, Col-0 [48,49] and were a kind gif of Dr. Linda Hanley-Bowdoin obtained from North Carolina State University, USA) were used. The cultures are a homogeneous population of physiologically and morphologically identical cells [50,51]. The cultures were maintained in 250 mL Erlenmeyer flasks, filled with 50 mL of cell culture medium (Gamborg’s B5 basal medium with minor organic (Sigma G5893) in 1.1 mg/L 2,4-D, 3 mM MES and 3% sucrose) as previously described [49,52]. Cells were grown on a rotary shaker 160 rpm at 23°C (LS-X (Lab Shaker), Kuhner Shaker X). Constant light was used whereas dark grown cells were incubated under the same shaking and temperature condition but the flask were covered of aluminium foil. Cell line was subcultured every 7 days with a 2:50 (inoculum: fresh medium) dilution ratio. Cultures were carried out in duplicates.

### Cell sampling

Light grown cells were sampled 5 days or 16 hours after subculture. Dark grown cells were adapted to dark conditions for 2 weeks with a 7-day subculture period. Dark grown cells were sampled 16-hour after the 2nd subculture. Cells were sampled by harvesting 30mL of cell culture and washed with autoclaved ultrapure water. Cells were frozen in liquid nitrogen and ground into a fine powder. The cell powder was either stored at -80°C or used directly for MNase digestion and RNA isolation.

### Chromatin digestion

Pelleted cell culture was ground in a liquid nitrogen-cooled pestle and mortar to generate a cell powder. 1mL of the powder was suspended in a 0.5mL modified spheroplast digestion buffer & Nonidet P40 (SDBN: 1M sorbitol, 10mM NaCl, 50 mM TrisŸHCl pH7.5, 5mM MgCl2, 1 mM CaCl2, 1 mM 2-mercaptoethanol, 0.5 mM spermidine, 0.075% Nonidet P40). 300 μl of cells were transferred into 1.5mL microcentrifuge tube containing 30 or 120 units of MNase (Affymetrix). Cells were digested with MNase at 37°C for 3 min. The MNase digestion reactions were stopped by addition of and thorough mixing 30 μl of STOP solution containing 5% SDS and 250 μl EDTA. DNA was extracted by addition of an equal volume of 2X CTAB supplemented with PVP (200 mM Tris-HCl, 40 mM EDTA, pH 8.0; 2.8 M NaCl, 4% w/v CTAB, 2% PVP-40 CAS number 9003-39-8) was added to the digestion reaction and incubated at 45°C for 15 mins. DNA was separated from protein by two phenol: chloroform (1:1; 600μl total) steps. DNA was precipitated with sodium acetate and propan-2-ol, washed in 80% ethanol and dried. Samples were incubated with 10X RNase A at 37°C for 1h with 100U unmodified T4 polynucleotide kinase (NEB) for further 30 min at 37°C.

MNase digested DNA was separated on 1.5% agarose gel, stained with ethidium bromide for 10 min at 80V, DNA fragments ranging from 20 bp to 1 kb were excised and gel pieces containing DNA were placed in a Costar Spin-X 0.45 μm cellulose acetate centrifuge tube filter (Sigma CLS8136). Two series of freeze-thaws (-80C for 10 mins/RT for 10 mins) were performed to macerate the gel. Filter tubes were centrifuged twice (14kg; 5 min; RT) with a 180 degree rotation of the tubes between the two spins. DNA in the aqueous phase was then extracted with 400μl phenol: chloroform (1:1), and precipitated at -80°C for 30 mins with sodium acetate to propan-2-ol and finally washed with 80% ethanol before being resuspended in ultrapure milliQ water.

### RNA isolation

Total RNA was extracted using the RNeasy Plant mini Kit (Qiagen, http://www.qiagen.com).

### Nucleic acid quantification and quality check

DNA samples were quantified on QubitTM 2.0 Fluorometer with dsDNA BR assay and RNA with Qubit RNA BR assay according to manufacturer’s instructions. RNA quality was checked on 1.5% agarose gel.

### Library preparation and sequencing

Exeter Sequencing Service and Computational core facilities at the University of Exeter performed the Genomic and RNA library preparation, quantification and 50bp paired end sequencing on HiSeq 2500. Additional information can be found on the Exeter Sequencing Service website (http://sequencing.exeter.ac.uk/). A total of ~861M paired end reads were obtained from the MNase-seq genomic library and ~173M for the RNAseq library (S6 Fig).

### Data processing and bioinformatic analysis

Genomic mapping was performed with bowtie allowing for 3 nucleotide errors [53], resulting in 85.09% alignment to the TAIR10 reference Columbia-0 genome [54]. Aligned BAM files were converted to wig trace files for monoNSP midpoints (150bp +/- 10%) using bespoke perl scripts. DNA coverage was produced using bamToBed and coverageBed from the bedtools package [55]. Datasets were either complete (total) or where specified split into <120bp, and >120bp subsamples, and converted to wig traces (S7 Fig). Gene feature alignments were produced using danpos [56] and the ARAPORT11 annotation [57]. Where alternate splice variants were present between samples as determined from RNAseq analysis (see below) only genes primarily sharing the same model were utilised to ensure accurate boundary comparisons i.e. Transcription Start Sites.

Continuous size variation plots (2D and 3D) were produced using a bespoke package (BAM2SizePlot.py) producing visualisations utilising paired-end insert distance to determine particle size and can be obtained at https://github.com/ChromatinCardiff/ALD.

RNAseq mapping was performed with Tophat2 [58], resulting in 78.40% alignment to the TAIR10 reference Colombia-0 genome [54] and the ARAPORT11 annotation [57]. Determination of isoform presence was achieved with cufflinks [59] and only primary isoforms shared between all samples were utilised as gene feature boundaries to ensure error was not induced between splice variants (n = 21,314). 

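The authors deposited the result of their edgeR comparison as a table of log2 fold changes, average log2 CPM, p-values and FDR values. The authors' deposited table holds 28602 lines, of which 28597 are genes and 5 are HTSeq's counters of reads not assigned to a gene. In the authors' deposited table, 2557 genes have an FDR under 0.05, 1491 lower and 1066 higher in the dark. Of the genes called from the counts by edgeR's quasi-likelihood test, 1614 (84.4%) are also called in the authors' deposited table, and none has the opposite sign. Across 19128 genes, which are not independent replicates, the log2 fold changes computed from the counts and those of the authors' deposited table had a Pearson correlation of 1.00.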

Quantitative assessment was performed with HTseq [60] and analysed with edgeR [61,62].

## Supporting information

S1 Fig Table: Nucleosomal and subNSP abundance throughout the Arabidopsis thaliana genome. 

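The S1 Fig table counts the peaks that danpos called in each MNase-seq library. Its columns separate nucleosome midpoints, peaks from fragments longer than the sub-nucleosomal limit, and subNSP peaks above the mean of the sample. Each culture appears with a low and a high digest, so that the columns can be read within a culture.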

(XLSX) Click here for additional data file.

S2 Fig Mono-nucleosomal coverage at intron-exon boundary. (TIFF) Click here for additional data file.

S3 Fig Boxplot demonstrating differential distance of +1 nucleosome from TSS between Light and dark grown samples in correlation to change in expression. (TIFF) Click here for additional data file.

S4 Fig Athamap motif matrices predicting TFBS for PIF3 [42], PIF4 [44] and CCA1 [45]. (TIFF) Click here for additional data file.

S5 Fig TF encoding genes with higher expression in dark grown samples did not demonstrate differential patterning at TF binding sites. (TIFF) Click here for additional data file.

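The S6 Fig table gives for each library the number of reads sequenced and the number aligned. For the RNAseq libraries the paper's read counts run from 12966744 in Light-RNA4 to 27473212 in Light-RNA1, and the paper's aligned percentages from 75.7% to 81.5%. The deposited counts on genes are 1.34 to 1.43 times the paper's read count and 1.73 to 1.84 times the paper's aligned count, in each of the 8 libraries. Reads, aligned reads and counts place the 8 libraries in the same order of depth, from Light-RNA1 down to Light-RNA4.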

S6 Fig Table: MNase-seq and RNAseq read counts and mapping success. (XLSX) Click here for additional data file.

S7 Fig Total Coverage (TC) quantification method and gene example. (TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

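RNA was sequenced from 8 Arabidopsis cell cultures, 4 light-grown and 4 dark-grown, and the processed values were taken as the authors deposited them. The authors mapped 50 bp paired-end reads with Tophat2 to TAIR10 with the Araport11 annotation, counted reads per gene with HTSeq and deposited these counts without normalization, with no pooling of libraries. The text of the paper does not give the versions, the counting mode or the use of strand. The authors deposited a second table with the log2 fold change, the average log2 CPM, the p-value and the FDR of each gene from their own edgeR comparison. It was used only where the text names it. The MNase-seq samples were not analysed here.

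Counts were read by library and each column was mapped to its growth condition by the sample labels and the S6 Fig table. Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter (minimum count 10, minimum total count 15), robust quasi-likelihood fits and Benjamini-Hochberg adjustment over the 19129 genes kept. The threshold was an adjusted p-value under 0.05. Log2 fold changes are dark against light, and standard errors were taken as the absolute log2 fold change divided by the root of the F statistic. Levels (CPM) are counts scaled to a common library total after TMM normalization, except for the quartile boundaries, which use library totals without TMM factors. Gene sets were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2. Single genes named in the paper also had an exact two-sided permutation test of log2 of CPM plus 0.5, whose smallest p with 4 libraries against 4 is 0.029. DESeq2 1.42.0 was an alternative. Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for summaries and figures. Random steps used seed 11.

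The fit was tested on simulated counts drawn from the means, library sizes and dispersions of the real genes, with 200 genes changed. It called 166 of the 200 (83.0%), all with the right sign, and 2.35% of its 170 calls were unchanged genes. Over the changed genes that it called, the median absolute error of the log2 fold change was 0.136. The changed genes had large changes, excluded genes of low level and were fewer than those called in the data. Counts were drawn independently for each gene, without shifts shared by a whole library. The real data may therefore give lower power and more false calls.

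Names, coordinates and sequence came from the TAIR10 reference, to which 27636 of the 28598 gene identifiers matched. Exons were scanned in windows of 50 bases for unchanged occurrences elsewhere in the nuclear and organelle genomes. Reads that match several genes, overlapping genes and antisense genes are uncertain, since the counting mode is not known. The depth of each library sets the smallest level that 3 counts can show, 0.0779 to 0.159 CPM. Intervals for shares are 95% Wilson intervals over genes, which are not independent replicates.

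The genes set in advance to be named are those that the paper names, and the 5 with the largest rise and the 5 with the largest fall among genes past the threshold whose groups do not overlap. This rule, the design of each test and the alternatives listed first were set before the data were examined. Other genes are named outside this rule: PORA, PORB and PORC for a test of the dark-grown state, and RBCS1A, RBCS1B, RBCS2B, PSAT, PSAT1, AT2G07732, AT2G07739, AT3G05675 and AT4G23420, chosen after their values were seen. The 11 genes that the paper names were also adjusted over that list alone: 7 passed the threshold, against 6 with adjustment over all genes, and the gene that differs is PIF4. The alternatives were other normalizations, other filters on low counts, the replicate number as a block, only the 4 libraries paired with MNase-seq, each library left out in turn, other tests, other thresholds and the correlation between genes in camera. Further alternatives, chosen after seeing the data, were an exact test on every gene with common and tagwise dispersion or with common dispersion only, libraries thinned to the smallest total, correction for GC content or exon length, removal of nuclear genes that resemble organelle genes, a wider photosynthesis set, and the set without PSAT and PSAT1. Exact permutation tests of the mean log2 CPM of a gene set were also added after its camera p-value was seen. The pairing of libraries comes only from the replicate numbers in the library names, since the paper does not state that same-numbered cultures belong together. Libraries of the same growth condition were checked for duplicates, and counts differed between them by 22.8 to 127 times the variance of sampling alone.

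All 95 chloroplast genes and all 232 mitochondrial genes of the table are listed at 0 in every library. The gene set tests of organelle genes and the shares of counts on organelle genes were therefore not run. The alternative that leaves organelle genes out of the fit is the fit itself, since the filter had already removed them.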

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

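The tests of reads from organelle genomes and of Light-RNA4 as a mixed sample were chosen only after the results were seen, and the test with mismatches only after that without.

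In 44 groups of 4 libraries, the level of a named gene or a measure of the library was searched for a library far from the other 3. There were 6 such groups, where chance gives about 2.2. Dark-RNA1 stood at 0.223 CPM for RBCS3B (AT5G38410), 7 counts, with the other dark-grown libraries at 0 to 0.033. Light-RNA2 stood at 0.149 for AT5G23830, with the other light-grown libraries at 0. Dark-RNA3 stood at 0.502 for PIF4 (AT2G43010), with the others between 0.254 and 0.293. Each of these rests on at most 16 counts. Dark-RNA1 stood at 12.0 for PIF3 (AT1G09530), with the others between 10.3 and 10.4, and at 10.05 for BCAT7 (AT1G50090), with the others between 0.497 and 1.79. No technical or biological explanation was tested for these libraries. Both PIF3 and BCAT7 kept their direction with each library left out in turn.

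Light-RNA4 stood at 4.88 CPM for PSAO (AT1G08380), where the other light-grown libraries stood between 10.3 and 11.1. PSAO is a photosynthesis gene, and Light-RNA4 lies nearest of the light-grown libraries to the dark-grown libraries on the first dimension of the scaling plot. Its Pearson correlation across genes was the highest of the light-grown libraries with Dark-RNA1, Dark-RNA3 and Dark-RNA4. With Dark-RNA2 it was the lowest, at 0.904, against 0.921 to 0.942 for the others. Over 3010 genes that separate the other libraries, Light-RNA4 lay at 0.388 of the distance to the dark-grown libraries. After thinning all libraries to the smallest total, that share was 0.393, so its lower depth does not account for the position. A culture of another age was tested by the mean log2 CPM of 22 histone genes, which was 5.93 in Light-RNA4 and lay between 5.78 and 6.24 in the other 7 libraries, the range set for this test. The other light-grown libraries lay higher, between 6.07 and 6.17, so a culture of another age is not excluded. A mixed sample was tested on genes almost absent from the other light-grown libraries, which stood at 14.9% of their dark level against 38.2% over all genes higher in the dark, but only 2 genes qualified, under the minimum of 10 genes that was set after this was seen, so this test cannot tell. Levels of AT5G23830 and NAC049 (AT3G04430) go against a large admixture of dark-grown material. Light-RNA4 held 0 counts of both, where the lowest dark-grown library stood at 2.25 and 0.814 CPM. However, these genes were chosen for low levels in light. For AT5G23820 and BCAT7, which also rose in the dark, Light-RNA4 was the highest light-grown library, at 0.159 and 0.212 CPM. The lowest dark-grown library stood at 0.749 and 0.497 CPM for AT5G23820 and BCAT7. The paper's methods also name a later sampling time for light-grown cells, without stating which samples have it. The sample labels give the same time for every library, so they do not mark Light-RNA4 as such a culture. A culture of another age remains possible for the position of Light-RNA4, and a small admixture may contribute. Such an admixture would lower PSAO, at 0 counts in every dark-grown library, only slightly, so it alone does not account for 4.88 CPM. No biological explanation was tested.

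Nuclear genes that share at least 50% of their 50-base windows with an organelle genome, 92 genes of which 91 lie on chromosome 2, took a median of 3.49% of the counts (3.15% to 4.10%). The paper does not discuss them. The share was 3.48% ± 0.168 (SD, n = 4) in light and 3.65% ± 0.410 (SD, n = 4) in the dark (exact two-sided permutation test, p = 0.457). Reads of the mitochondrial genome counted on nuclear copies are a candidate explanation, since 97.6% of the counts on chromosome 2 between 3 and 4 Mb were on genes that resemble the mitochondrial genome while the genes of the mitochondrial genome itself are listed at 0. The mapping of these reads cannot be examined in counts.

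The gene AT2G07732, chosen after its values were seen, lies in that region and is annotated as a Rubisco large chain domain protein. It fell in the dark with a log2 fold change of -2.12 (standard error 0.17, adjusted p = 2.33e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 1275 ± 256 to 293.0 ± 34.0 CPM (SD, n = 4 in each group). Of the exon windows of AT2G07732, 85.5% occur in the mitochondrial genome. Reads of that genome, if they all changed alike, would lower the other genes of the region as well. The median log2 fold change of the 89 other such genes tested was 0.30, and none of them was lower past the threshold. A change of only some mitochondrial transcripts was not tested. Reads of the chloroplast genome were tested next: 20.1% of its windows occur unchanged there, under the 50% set for that explanation. With up to 2 mismatches, tried after that result, the share is 64.1%, so reads of the chloroplast genome mapped with mismatches remain a candidate explanation. AT2G07739 shares 35.5% of its windows with the chloroplast genome and did not change (log2 fold change 0.12). A change of the nuclear gene itself was not tested.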

How the results depend on the processing

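The comparison of dark-grown with light-grown libraries gave 1912 genes, and the number stayed within 1.5 times of that under both other normalizations (1905 with RLE size factors, 1952 with library size only), both other filters (1890 and 1496), and edgeR's exact and likelihood ratio tests (2480 and 2533). Genes shared with the 1912 had the same sign in all of these fits. With the replicate number as a block there were 2221 genes, 1607 of them shared.

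Among the alternatives set in advance, the number of genes moved further in 5 of the 8 fits that each left out 1 library, and in 4 others. With only the 4 libraries paired with MNase-seq it was 5166 (2780 lower and 2386 higher in the dark), with DESeq2 3197 (1421 higher), with an adjusted p-value under 0.1 2965 (1221 higher), and with an absolute log2 fold change of at least 1 1189 (743 lower and 446 higher). The last 2 follow from the threshold itself; for the others the cause was not tested here, apart from the choices of libraries described under other observations. Across the 8 fits that each left out 1 library, the number ran from 968 to 2719 genes, with 698 to 1602 lower and 270 to 1166 higher in the dark. It was largest without Dark-RNA2 and without Light-RNA4, and fell to between 968 and 1197 without Light-RNA1, Light-RNA2, Light-RNA3, Dark-RNA3 or Dark-RNA4. The cause was not tested. An exact test on every gene with common dispersion only, chosen after seeing the data, gave 3038 genes (1439 higher).

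The photosynthesis gene set was lower in the dark with a camera p-value under 0.05 under every alternative run, with a median log2 fold change from -5.67 (the 4 paired libraries) to -3.85 (at least 10 counts in every library, which leaves 23 genes). With the block it was -4.94. Without PSAT and PSAT1 the median was -4.81, and with synonyms -4.60, both chosen after seeing the data. The p-value was nearest to the threshold with the correlation between genes estimated, 0.012.

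The share of genes placed in the same quartile by every light-grown library, 78.8%, moved beyond its interval under each alternative. That interval treats genes as independent, so it is narrow and does not measure the spread between libraries. It was 90.2% with only Light-RNA2 and Light-RNA3, 75.9% over genes with at least 1 count in every light-grown library, 76.6% with counts per kilobase of exon, and from 81.0% to 86.0% with 1 library left out. Fewer libraries can only raise this share, and the cause of the other shifts was not tested.

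CCA1 (AT2G46830) and PHYB (AT2G18790) changed sign, with adjusted p-values of at least 0.377 and 0.538 throughout. CCA1, at 0.26, was -0.068 with the replicate number as a block, -0.038 with the block and GC correction, and between -0.45 and 0.60 with 1 library left out, negative only without Dark-RNA3. PHYB, at -0.02, was 0.10 with the 4 paired libraries, 0.011 with GC correction, 0.0078 with GC correction and the block, and between -0.12 and 0.023 with 1 library left out. The cause was not tested. Among the 267 values of the 11 genes that the paper names, 245 kept their direction and their side of the threshold, 6 fell short of it and 6 passed it. Those that fell short were AT4G18450, ERF1 and PHYA, and the gene that passed was PIF4. Among the 192 values of the 8 other genes, 4 fell short, all of BCAT7. CP22, RBCS3B and other genes near 0 in a growth condition had no value with at least 10 counts in every library.

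With 8 to 40 counts per library, the depth limits PIF4. For CP22, PSAO, LHCB2.2 and AT3G57020 the dark-grown libraries are at or under 3 counts, as are the light-grown libraries for AT5G23820, NAC049 and WRKY59, and only a lower bound of the fold change can be given. Genes of the organelle genomes are listed at 0, so their gene set tests and their shares of counts were not run, and the fit without them is identical by design.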

Differences from the paper's values

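For CP22 (AT1G44575) the paper's FDR is 2.59E-136, and the adjusted p here was 2.90e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. They ranged from 4.71e-143 with edgeR's likelihood ratio test to 5.57e-04 with the replicate number as a block. The log2 fold change, -10.86, differed from the paper's -10.8 by less than its standard error. With at most 3 counts in any dark-grown library, both values rest on counts near 0, and only a bound, at least 696-fold lower, can be given.

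For RBCS3B (AT5G38410) the paper's FDR is 3.01E-076 against 2.19e-04 here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined closed the gap, with edgeR's exact test the nearest at 3.19e-47 and the replicate number as a block the farthest at 0.0017. The log2 fold change, -9.50, lay within its standard error of the paper's -9.46.

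For PIF3 (AT1G09530) the paper's FDR is 0.7 against 0.167 here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined closed the gap, and they ran from 0.096 without Dark-RNA1 to 0.389 with edgeR's exact test. The exact test on every gene with common and tagwise dispersion gave 0.889 and that with common dispersion only gave 1, both within 1.5 times of the paper's value; these were chosen after seeing the values. Both sources place PIF3 on the same side of the threshold.

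The exact test with common and tagwise dispersion, chosen after seeing the values, also gave 2.58e-135 for CP22 and 1.26e-75 for RBCS3B, the nearest to the paper's values of the settings run, though not within 1.5 times of them. It gave 0.075 for PIF4.

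The paper states that PIF4 (AT2G43010) was significantly lower in the dark. The adjusted p here was 0.063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, near the paper's FDR of 0.079, and neither is under 0.05. PIF4 passed that threshold with edgeR's exact test (0.018), edgeR's likelihood ratio test (0.014), DESeq2 (0.031) and without Light-RNA4 (0.030), and the other adjusted p-values ran up to 0.177. It also passes a threshold of 0.1, and the threshold of 0.05 with adjustment over the 11 genes that the paper names alone (0.011). The exact test with common dispersion only, chosen after seeing the values, gave 0.0073.

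The authors' deposited table lists an FDR of 5.69e-102 for CP22, 2.65e-43 for RBCS3B, 0.708 for PIF3 and 0.054 for PIF4.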

Other observations

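The tests of other splits for the number of genes, of libraries lying between the growth conditions, of a mislabelled sample, of structural RNAs, of the number of counts per read pair and of the set means were chosen only after the result was seen.

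The number of genes differing between the growth conditions was tested against other splits of the 8 libraries. Of the 8 splits that part every same-numbered pair, 1 (the growth conditions) gave as many as 1912 genes, and the other 7 gave 0, with 108 to 1207 genes at an unadjusted p under 0.05 (4819 for the growth conditions). With 8 splits the share cannot fall under 0.05, so these splits alone cannot tell either result apart from a chance split of the libraries. The 27 other splits part fewer pairs: 26 gave 0 genes, with 59 to 1864 at an unadjusted p under 0.05, and 1 gave 1758, with 5424 at an unadjusted p under 0.05, more than the growth conditions. For the photosynthesis set, 1 of the 8 splits gave a camera p as small as 1.2e-39, and the smallest of the other 7 was 5.7e-15. Over all 35 splits, the growth conditions gave the most genes with an adjusted p-value under 0.05 and the smallest camera p, but not the most genes at an unadjusted p under 0.05. Library depth was tested by thinning every library to the smallest total (1780 genes), GC content by correcting each library (1899 genes), and gene length in the same way (1926 genes). For a few genes taking most of the counts, library size only was used (1952 genes, 1360 lower and 592 higher in the dark). That setting removes a correction which TMM already makes, so it shows only how much the count depends on it. The 10 genes with the most counts took 5.48% to 7.33% of each library. None of these settings moved the count by 1.5 times. GC correction left the median log2 fold change of the photosynthesis set at -4.69.

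The split with 1758 genes exchanges Light-RNA4 and Dark-RNA2, the libraries nearest to the other growth condition on the first dimension of the scaling plot. Over the photosynthesis genes, Dark-RNA2 lay at 0.213 of the distance to the light-grown libraries and Light-RNA4 at 0.127 of the distance to the dark-grown libraries, so both stand with the group of their label, against an exchange of labels. Over all 3010 separating genes, Dark-RNA2 lay at 0.422 of that distance. A mixed sample was tested on 25 genes almost absent from the other dark-grown libraries, which stood in Dark-RNA2 at a median of 0.449% of their light level, against 14.3% over all genes higher in light. An admixture of light-grown material would raise both alike. No biological explanation was tested.

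The 4 libraries paired with MNase-seq gave 5166 genes, more than all 8 libraries. Leaving out Light-RNA4 and Dark-RNA2 was tested as the reason. At equal size, the 8 other choices of 2 light-grown and 2 dark-grown libraries without them gave a median of 1840 genes (1525 to 6031), and the 27 choices with either gave a median of 98.0 and at most 1067. Leaving them out therefore goes with more genes, although 1840 is not above the 1912 of all 8 libraries, the limit set for this test, which compares fits of different size. The choices with Dark-RNA3 and Dark-RNA4 together gave at least 5071 genes without Light-RNA4 and 140 to 1067 with it, and those with Dark-RNA1 and without Light-RNA4 and Dark-RNA2 gave at most 1960. Dark-RNA3 and Dark-RNA4 had the highest Pearson correlation across genes of any pair, 0.989. Both their closeness and the absence of Light-RNA4 and Dark-RNA2 may contribute, a hypothesis from the same data.

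The deposited counts exceed the paper's read counts in every library. If both reads of each pair had been counted, even counts would be in excess, but the largest ratio of even to neighbouring odd counts in any library was 0.926. No other explanation was tested.

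Among genes with a mean of at least 50 CPM, the 20 that varied most within a growth condition were tested for small structural RNAs. Of these, 2 overlap a gene of a snoRNA, an snRNA or a signal recognition particle RNA, against 1.09% of the 4110 other genes (one-sided Fisher's exact test, p = 0.021). This is consistent with structural RNA adding to the spread of those 2 genes, AT3G05675 and AT4G23420, chosen after their values were seen.

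A response to sugar starvation was tested with genes named dark inducible (DIN) in the reference. All 7 tested were higher in the dark, with a median log2 fold change of 0.77 and a p-value of 0.014 in camera, under the 0.05 set for this explanation, and in the same direction with RLE size factors and library size only. A fit with the replicate number as a block gave a median of 1.01 and a camera p-value of 0.0060. With the correlation between genes estimated, camera's p-value was 0.280, and the mean of the set did not separate the growth conditions (exact two-sided permutation test, p = 0.086). The set may reflect such a response, but the result depends on the test. An etiolation-like state was tested with PORA (AT5G54190), which rises in etiolated tissue; its largest count in any library was 1. A gene that is not detected in either growth condition says little about such a state, which therefore remains open. PORB (AT4G27440) and PORC (AT1G03630), the other genes of that family, were lower in the dark, with log2 fold changes of -3.72 and -2.11.

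PHYA (AT1G09570) was higher in the dark (log2 fold change 0.54, standard error 0.09, adjusted p = 0.0054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with every dark-grown library above every light-grown library). PHYB (AT2G18790) had a log2 fold change of -0.02, AT3G48860 of 0.05 and CCA1 (AT2G46830) of 0.26, with adjusted p-values from 0.785 to 0.927 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT3G48860 overlaps AT3G48870. By fitted log2 fold change, the largest rises were AT5G23820 (7.44), AT5G23830 (7.24), NAC049 (AT3G04430, 7.04), AGL44 (AT2G14210, 6.00) and BCAT7 (AT1G50090, 5.68). The light-grown libraries of AT5G23820 and NAC049 are at or under 3 counts, so their rises are bounds, at least 104-fold and at least 24.6-fold higher in the dark, and their rank is uncertain. The largest falls were PSAO (AT1G08380, -11.11), AT3G57020 (-10.92), CP22, LHCB2.2 (AT2G05070, -9.96) and RBCS3B. Of these, PSAO was at least 95.1-fold, AT3G57020 at least 83.9-fold and LHCB2.2 at least 208-fold lower in the dark, which are bounds as well. LHCB2.2 shares 29.5% of its windows with AT2G05100, so its reads are uncertain.

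The paper's S1 Fig table lists more subNSP peaks after the high than after the low digest in 3 of 4 cultures. The paper's counts are 123182 and 247953 in the Light 1 culture, 112142 and 256520 in Dark 1, 115185 and 149680 in Light 2, and 182536 and 173107 in Dark 2, each low then high. An exact two-sided sign-flip test over the 4 cultures gives p = 0.250, where 0.125 is the smallest that 4 allow. These are peaks above the mean of each sample, so their number does not give the amount of protected DNA. What the paper describes is a reduced detection of prominent subNSPs after high digest, particularly at TSSs. Peak numbers over the genome do not test that description.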
